A study of Mus musculus with 28 samples. Its data were reported in "Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements" (2025).

How the data were processed

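H3K9me2, a histone mark of repressed chromatin that EHMT2 deposits together with EHMT1, was measured by ULI-NChIP, a native chromatin immunoprecipitation for small numbers of cells, in mouse embryonic stem cells (mESCs) whose endogenous Ehmt2 carries a degron (dTAG). The degrader dTAG-13 removes the tagged EHMT2 protein, and DMSO is its solvent control. The series holds 28 libraries, 14 from the immunoprecipitation and 14 from the matching input chromatin. Bulk mESCs after 24 h in DMSO gave 2 libraries of each kind. Cells carrying a MERVL-GFP reporter were treated for 72 h and sorted into GFP-negative mESCs and GFP-positive 2-cell-like cells (2CLCs), a rare state of mESC cultures that resembles the 2-cell embryo. Each of the 4 sorted conditions (mESC DMSO, mESC dTAG, 2CLC DMSO, 2CLC dTAG) has 3 immunoprecipitation and 3 input libraries. The labels say that the retinoic acid receptor agonist TTNBP was added for 2 of the replicates, without naming them, while the study's methods mention the agonist without that limit, so the sorted conditions may mix replicates with and without it.

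The files analysed here hold domain positions. According to the study's methods, reads were trimmed and aligned with STAR in a mode that assigns reads with several matches, duplicates and reads in regions of artificially high signal were removed, and coverage was scaled to genome content with chromosomes X and M left out of the scaling. Coverage was averaged in overlapping windows on a grid of 5 kb, locations with no signal were ignored, and the log2 ratio of immunoprecipitation to input was taken per bin. A domain starts from bins above a high percentile of this ratio and is extended on both sides until a bin below a low percentile. Whether replicates were pooled before the call, and whether the percentiles were set for each set on its own, was not stated. If the percentiles were set for each set on its own, the number, width and total length of domains follow the shape of the ratio along the genome more than the amount of H3K9me2, and with limits common to the sets they would depend on the amount as well. Domain positions are therefore not read as a level of the mark.

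The deposited sets hold chromosome, start and end of each domain, with a score of 0 throughout. There were 5 sets. The names of 4 of them give a cell state and a treatment, and these were assigned to the sorted conditions. The remaining set names neither and is called the unnamed set here. It was assigned to no group and entered no test. The 4 sorted sets share a grid of 5 kb bins, with every boundary within 129 bp of the common grid, and the unnamed set lies on another grid. No sample has values of its own in these sets, so spread between replicates could not be computed and no test compares replicated conditions. The depth of the libraries behind the domains is unknown. The coordinates are those of mm10 (GRCm38). No domain reached past the end of its chromosome in the GRCm38.p6 assembly.

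Overlaps were computed base by base on chromosomes 1 to 19 and X, 2634 Mb in all, with Python 3.11.15 and numpy 2.4.6. Coincidence of 2 sets was tested by circular shifts. The second set was shifted by a random number of bins within each chromosome, over the span between the first and last bin of any sorted set, 10000 times, and the 1-sided permutation p is the share of shifts with at least the observed overlap. The smallest p this gives is 0.0001. The test asks whether 2 deposited sets coincide more than sets of the same widths and gaps placed elsewhere on the same chromosomes. Shares of domains carry Wilson 95% intervals and median widths carry bootstrap 95% intervals (1000 draws), both over domains. Shares of bases and Jaccard indices were given Wilson intervals with the number of domains as trials. Bases are not domains, so the width of these intervals has no direct reading. Ratios carry 95% intervals from a jackknife over the 20 chromosomes. Apart from the Wilson intervals for bases and Jaccard indices, the intervals cover variation along the genome within a set and not between cultures. Domains of DMSO with no shared base in dTAG were called lost, and those sharing bases with 2 or more dTAG domains were called split.

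Gene starts were taken from GENCODE M21 for 21755 protein-coding genes. Families were defined by symbol prefix, with histone genes as the symbols starting with Hist and the H2af, H2bf and H3f symbols. The base composition, soft-masked share and gene starts of each 5 kb bin came from the same assembly, and bins with N in at least 50% of their bases were left out of these summaries. For repeated sequence, every 50-mer of a chromosome was marked when it occurred more than once on the same chromosome and strand. The genes named were a list of 14 fixed in advance, which the study's text names, except that it has Zscan4c only as part of the Zscan4 family and Pou5f1 as OCT4, and the regions named were the 3 widest domains of each sorted set and the 5 widest lost and gained domains per cell state. The symbol Obox4 was not found under that name in the annotation used, so 13 genes were placed. The single-set summaries, overlaps, permutation tests, family prefixes, named genes, rules for regions and alternatives were fixed before the data were examined. The dTAG to DMSO ratios, the 2CLC to mESC ratios, the contrast of Jaccard indices and the jackknife intervals were defined afterwards, and the gene start ratio was added after its change of direction with the genes counted had been seen. The restriction of families to protein-coding genes and the exact histone symbols were set after the annotation was seen. Repeated 50-mers, width quartiles, distances to domain edges, regions that set 1 sorted set apart and the comparison of chromosome X were chosen after the domain sets had been looked at.

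The code was tested on simulated domains. Interval operations gave the per-bin truth in each of 200 simulated pairs of sets, 79.8% of bases were recovered as kept where a random 80% had been kept, and 19 of 300 pairs of unrelated sets had a p under 0.05 by circular shifts. Alternatives were other sets of chromosomes, leaving out each chromosome in turn, only domains of at least 20 kb or 50 kb, domains merged across gaps of up to 10 kb, other denominators, other definitions of lost and split, random placement of domains in place of shifts (1000 draws), shifts within the bins that could be gained or lost, and other definitions of a gene in a domain. A fit with replicate as a block was not made. Transcript levels, EHMT2 binding sites and H3K9me2 signal tracks were not analysed here.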

Results

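The data collected are 5 sets of H3K9me2 domains, 4 of them from mESCs and 2CLCs sorted after 72 h in DMSO or dTAG-13 and a further set whose name gives no cell state or treatment. Each set is a single list of positions for a whole condition. No value below has a replicate, and differences between sets could not be compared with the spread between cultures.

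To ask how EHMT2 depletion changes the domain landscape in each cell state, the number and width of domains were compared first. In mESCs, 4323 domains were called in DMSO and 7312 in dTAG, a ratio of 1.69 (jackknife 95% interval over chromosomes 1.56 to 1.82). In 2CLCs, the number rose from 4246 to 8820, a ratio of 2.08 (1.93 to 2.22). Every one of the 20 chromosomes had more domains in dTAG than in DMSO in both cell states. The choice that moved this most was the minimum width. With domains of at least 50 kb only, the ratios were 1.28 in mESCs and 1.52 in 2CLCs. In DMSO, the 2 cell states had similar numbers of domains, with a 2CLC to mESC ratio of 0.982 (0.934 to 1.03). In dTAG this ratio was 1.21 (95% interval from 1.16).

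Domains were narrower after depletion. The median width fell from 140 kb (bootstrap 95% interval 130 to 145 kb) in mESC DMSO to 60 kb (60 to 65 kb) in mESC dTAG. In 2CLCs it was 115 kb (110 to 120 kb) in DMSO and 60 kb (55 to 60 kb) in dTAG. Domains of at least 50 kb made up 80.7% of the mESC DMSO set and 61.1% of the mESC dTAG set, against 79.6% and 58.1% in 2CLCs.

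**Figure D1:**
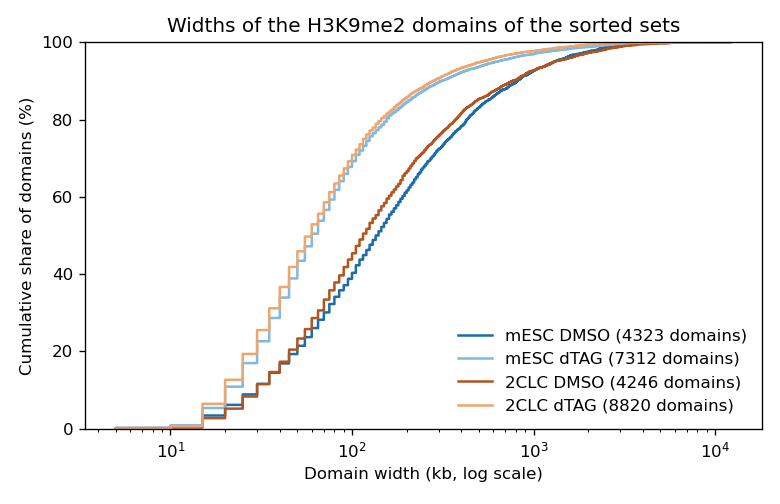
Cumulative share of domains (%) against domain width (kb, log scale) on chromosomes 1 to 19 and X, with a line for each of the 4 sorted sets. The dTAG lines of both cell states lie to the left of the DMSO lines, with medians of 60 kb against 140 kb in mESC DMSO and 115 kb in 2CLC DMSO.

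The total length changed less than the number. Domains covered 53.7% of chromosomes 1 to 19 and X in mESC DMSO and 46.3% in mESC dTAG, a ratio of 0.863 (0.834 to 0.892). Coverage was 51.5% in 2CLC DMSO and 48.4% in 2CLC dTAG, a ratio of 0.940 (0.917 to 0.963). The covered share was lower in dTAG on 20 of 20 chromosomes in mESCs and on 18 of 20 in 2CLCs.

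To see whether the same regions stayed in domains, the DMSO and dTAG sets of each cell state were laid over each other. In mESCs, 78.4% of DMSO domain bases were also in dTAG domains, against a mean of 48.9% over circular shifts and at most 53.8% in any of them (permutation p = 0.0001, the smallest that 10000 shifts can give, 1-sided). In 2CLCs the share was 82.5%, against a mean of 51.4% and a maximum of 56.2% by shifts (p = 0.0001, permutation, 1-sided). In bases, 1107 Mb were shared by DMSO and dTAG in mESCs, 306 Mb were found in DMSO only and 112 Mb in dTAG only. The corresponding lengths in 2CLCs were 1119 Mb, 237 Mb and 156 Mb. The share kept was lowest on chromosome 19 in both cell states, with 63.3% in mESCs and 65.4% in 2CLCs, and highest on chromosome X, with 90.3% and 89.6%. The dTAG domains of mESCs and 2CLCs covered 26.5% and 28.3% of chromosome 19, and 70.7% and 73.5% of chromosome X. Higher coverage raises the overlap expected by shifts, and this ranking is not adjusted for it.

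**Figure D2:**
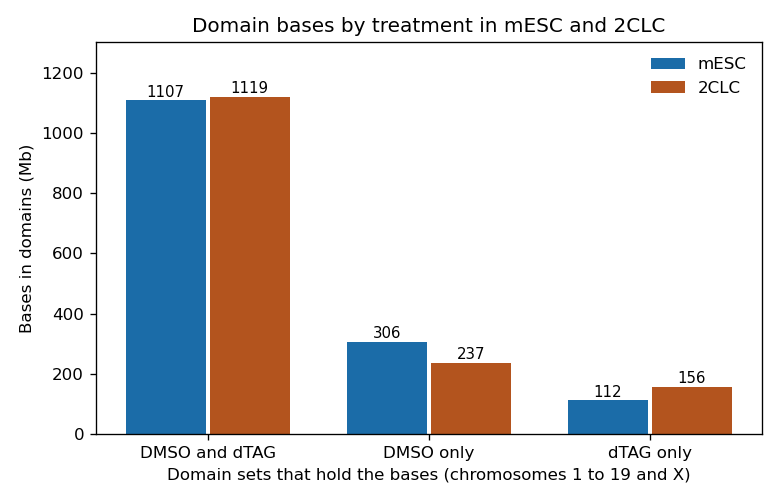
Bases in domains (Mb, chromosomes 1 to 19 and X) that were in both the DMSO and the dTAG set, in DMSO only or in dTAG only, with a bar for mESCs and a bar for 2CLCs. Shared bases reach 1107 Mb and 1119 Mb, and bases in DMSO only exceed those in dTAG only in both cell states.

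Most DMSO domains still held a dTAG domain. In mESCs, 621 of 4323 DMSO domains, or 14.4% (Wilson 95% interval 13.4% to 15.4%), shared no base with a dTAG domain. In 2CLCs this was the case for 496 of 4246, or 11.7% (10.7% to 12.7%). These shares rest on the definition of a lost domain. When a domain covered over less than 50% of its length also counted as lost, they rose to 32.2% and 25.1%. Lost domains had a median width of 65 kb in mESCs and 55 kb in 2CLCs, which the definition favours because a narrow domain more easily shares no base, and held 3.89% and 2.80% of the DMSO domain bases. With loss as no shared base and a split as 2 or more dTAG domains, splitting was more common than loss. In mESCs, 1454 DMSO domains, or 33.6% (32.2% to 35.1%), overlapped 2 or more dTAG domains, and 1495, or 35.2% (33.8% to 36.7%), did so in 2CLCs. A single DMSO domain overlapped up to 15 dTAG domains in mESCs and up to 17 in 2CLCs.

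Domains also appeared outside the DMSO sets. Of the mESC dTAG domain bases, 9.21% (8.57% to 9.90%) lay outside mESC DMSO domains. Of the 2CLC dTAG domain bases, 12.3% (11.6% to 13.0%) lay outside 2CLC DMSO domains. Both intervals count domains and not bases, so their width has no direct reading. By domain, 1635 of 7312 mESC dTAG domains, or 22.4%, and 2725 of 8820 2CLC dTAG domains, or 30.9%, shared no base with the DMSO set of the same cell state. Their median widths were 35 kb and 30 kb.

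The next question was whether mESCs and 2CLCs differ in their domains under the same treatment. In DMSO, 88.9% of mESC domain bases were also in 2CLC domains, against a mean of 54.3% by shifts (p = 0.0001, permutation, 1-sided). In dTAG, 90.5% of mESC domain bases were in 2CLC domains, against 51.6% by shifts (p = 0.0001, permutation, 1-sided). The Jaccard index, the bases in both sets over the bases in either, was 0.830 for the DMSO pair and 0.794 for the dTAG pair. It was 0.726 for mESC DMSO and mESC dTAG and 0.740 for 2CLC DMSO and 2CLC dTAG. Sets of the same treatment resembled each other more than sets of the same cell state, with a mean difference, a contrast defined after the sets had been compared, of 0.0794 (jackknife 95% interval over chromosomes 0.0661 to 0.0926). By the study's methods, both cell states were sorted from cultures of the same treatment. The contrast therefore does not separate treatment from a shared culture. The unnamed set was closest to mESC DMSO (0.732) among the 4 sorted sets, followed by 2CLC DMSO (0.685), 2CLC dTAG (0.599) and mESC dTAG (0.588).

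Changes after depletion coincided between the cell states. Of the bases gained in mESCs, 42.3% were also gained in 2CLCs, against a mean of 6.26% and a maximum of 9.99% by shifts (p = 0.0001, permutation, 1-sided). Of the bases lost in mESCs, 39.3% were also lost in 2CLCs, against a mean of 9.54% and a maximum of 13.5% (p = 0.0001, permutation, 1-sided). The DMSO sets overlap, which raises both values by itself, so the shifts were repeated within the bins in which both changes were possible. Among bins outside both DMSO sets, 65.6% of those gained in mESCs were gained in 2CLCs, against 10.2% by shifts. Among bins inside both DMSO sets, 58.9% of those lost in mESCs were lost in 2CLCs, against 16.1% by shifts. Both had p = 0.0001 in the permutation test. With domains of at least 50 kb only, the share of mESC gains found in 2CLCs fell from 42.3% to 28.8%, against 4.34% by shifts. Because both cell states were sorted from cultures of the same treatment, a shared culture could add to the coincidence, and the shifts do not remove this.

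The sequence of the changed bins differed. In mESCs, bins kept in domains had a median GC content of 38.8%, lost bins 41.0%, gained bins 42.3% and bins in neither set 44.7%. The soft-masked share, which marks interspersed repeats, had a median of 36.4% in kept bins, 22.6% in lost bins, 32.1% in gained bins and 23.9% in bins in neither set. Protein-coding gene starts numbered 3.41 per Mb in kept bins, 3.62 in lost bins, 12.4 in gained bins and 14.9 in bins in neither set. In 2CLCs the order was the same for all 3 measures, with 3.70, 3.92, 10.6 and 14.3 gene starts per Mb in kept, lost, gained and remaining bins. Bins within a genome are not independent replicates, and these are descriptions without a test.

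Gene starts were less often in domains than the genome as a whole. In mESCs, 22.3% (21.8% to 22.9%) of 21755 protein-coding gene starts lay in DMSO domains and 23.6% (23.0% to 24.2%) in dTAG domains, a ratio of 1.06 (jackknife 95% interval from 1.01). In 2CLCs the shares were 23.2% (22.7% to 23.8%) and 26.5% (25.9% to 27.1%), a ratio of 1.14 (1.08 to 1.20). The direction in mESCs depends on which genes are counted. Over all 53843 annotated genes, pseudogenes and noncoding genes included, the share was 35.4% in mESC DMSO and 33.8% in mESC dTAG. Of the 4862 protein-coding gene starts in mESC DMSO domains, 1105, or 22.7% (21.6% to 23.9%), left domains in dTAG, while 1375 entered them. In 2CLCs 924 left, or 18.3% (17.2% to 19.4%), and 1637 entered.

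Gene families were then placed on the domain maps. The study names Zscan4 and Obox as gene clusters associated with 2CLCs. Transcript levels were not analysed here for any family, and a gene start in a domain gives no level of H3K9me2. The study proposes that domains over clusters of 2CLC genes weaken in 2CLCs and resolve fully after EHMT2 depletion. Its evidence includes signal tracks, which were not analysed here, so the domain calls below are no test of that proposal. All 8 Zscan4 genes, all 7 Obox genes, all 5 Tdpoz genes and all 5 Usp17l genes had their start in a domain in each of the 4 sorted sets. Of 12 Pramel and Pramef genes, 11 were in mESC DMSO domains, 10 in mESC dTAG, 9 in 2CLC DMSO and 10 in 2CLC dTAG. These families lie in few clusters, and members of a cluster are not independent. Among the families taken for comparison, none of 39 Hox genes had its start in a domain of any set, and 89.6% of 1135 Olfr genes were in mESC DMSO domains, 85.3% in mESC dTAG, 89.5% in 2CLC DMSO and 86.7% in 2CLC dTAG. The 329 Vmn1r and Vmn2r genes were in domains at 94.2%, 98.5%, 99.7% and 99.4% in the same order. Of 79 histone genes, 3 were in mESC DMSO domains, 11 in mESC dTAG, 4 in 2CLC DMSO and 27 in 2CLC dTAG.

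Single genes from a list fixed in advance were looked up in mm10. Zscan4c (chromosome 7, 11005745 to 11010547) and Zscan4d (chromosome 7, 11161374 to 11166159) lay in the same wide domain in each sorted set, 5275 kb in mESC DMSO, 5590 kb in mESC dTAG, 5290 kb in 2CLC DMSO and 5740 kb in 2CLC dTAG. Gm21761 (chromosome 13, 119912095 to 119929272) had its start in a domain of 65 kb, 45 kb, 95 kb and 175 kb in that order. The start of Dppa4 (chromosome 16, 48283733 to 48294237) was outside domains in mESC DMSO and inside a domain of 1715 kb in mESC dTAG, 2065 kb in 2CLC DMSO and 1675 kb in 2CLC dTAG. Dppa2 (chromosome 16, 48303908 to 48319723) was in a domain in mESC dTAG only. In both 2CLC sets, the edge of the wide domain therefore lies between the starts of Dppa4 and Dppa2, at 48283733 and 48303908. The calls at these neighbouring genes depend on where a wide domain ends. Neither a start inside a domain nor the width of that domain gives a level of the mark. The starts of Ehmt2, Ehmt1, Zfp462, Trim28, Wiz, Pou5f1, Klf4 and Epcam were outside domains in all 4 sorted sets.

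By the rule fixed in advance, which covers chromosomes 1 to 19 and X, the widest domain of each sorted set lay on chromosome X. The bases common to all 4 run from 23811317 to 35771300, 49 protein-coding gene starts fall in this stretch, and 82.0% of its 50-mers occur more than once on the chromosome, against 14.8% in the rest of it. The other widest domains were on chromosomes 1 and X. On chromosome 1, the segment from 106820067 to 118295051 was 1 domain of 11475 kb in 2CLC DMSO and 99.6% covered in mESC dTAG.

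The widest mESC DMSO domain with no mESC dTAG domain was on chromosome 9 (28646586 to 29311584, 665 kb). No protein-coding gene starts there, and 2CLC DMSO domains covered 97.0% of it and 2CLC dTAG domains 18.0%. Next were domains on chromosome 12 (53307058 to 53922056), chromosome 11 (43789776 to 44329774, holding the start of Adra1b), chromosome 1 (159394997 to 159899996, Tnr) and chromosome 10 (9179989 to 9674988). Coverage by 2CLC dTAG domains was at most 18.0% in all 5. In 2CLCs, the widest lost domain was on chromosome 1 (84925096 to 85675094, 750 kb) with 8 protein-coding gene starts, among them Sp110, Sp140 and Sp100. It was not called in sorted mESCs in either treatment, although the unnamed set covered 100% of it, and 51.0% of its 50-mers are repeated on the chromosome. The other 4 were on chromosomes 11, 9, 16 and X, and at least 88.2% of each was in mESC DMSO domains.

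Gained domains were narrower. The widest in mESCs was on chromosome 1 (4785203 to 5010202, 225 kb, with the starts of Mrpl15, Lypla1, Gm37988 and Tcea1), and 97.8% of it was in 2CLC dTAG domains. The next 4 were between 170 kb and 175 kb. In 2CLCs, the widest gained domain measured 2560 kb, on chromosome 4 (145319425 to 147879421), with 24 protein-coding gene starts that include Zfp600, Zfp989 and Rex2. It lay in domains in mESC DMSO (98.8%) and mESC dTAG (100%), so that 2CLC DMSO was the sorted set without it. Of the 50-mers in the stretch where 2CLC DMSO stands apart, 56.2% are repeated on the chromosome and 16.2% of its bins are N only. The next 4 gained domains in 2CLCs measured 400 kb or less.

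**Figure D3:**
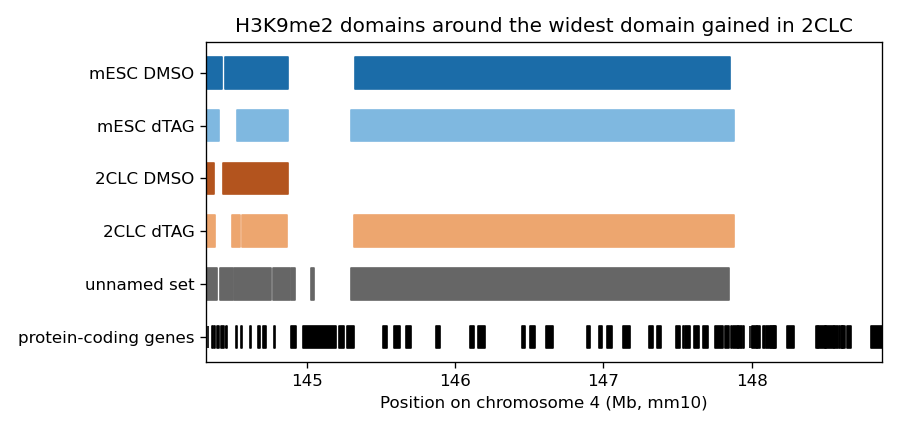
Domains of the 5 sets (coloured bars) and protein-coding genes (black) along chromosome 4 (position in Mb, mm10), from 1 Mb before to 1 Mb after the 2CLC dTAG domain at 145319425 to 147879421. A domain spans the segment in each set except 2CLC DMSO.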

Values the study reported

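From its signal tracks of the sorted cells, the study reported that EHMT2 depletion lowered H3K9me2 by about 40–50% in both mESCs and 2CLCs. It described the starting levels as similar. The figures cited for this show how much of a mixture model, fitted to the log2 ratio of immunoprecipitation to input, is its signal component. The study's methods give that proportion as an estimate of how much of the genome carries H3K9me2. Apart from these tracks, the study reported by flow cytometry a delayed fall of H3K9me2 in mESCs after dTAG-13.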

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

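The test of repeated sequence was chosen after the chromosome Y domains had been seen.

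Domains on chromosome Y and on the mitochondrial genome were outside the comparisons and were looked at on their own. The share of chromosome Y in domains was 10.1% in mESC DMSO, 44.0% in mESC dTAG, 43.9% in 2CLC DMSO and 43.7% in 2CLC dTAG, so that mESC DMSO stood apart from the other sorted sets. The difference between sets was not tested. In mESC dTAG it was 1 domain from 799821 to 41159766, while the widest chromosome Y domain of mESC DMSO measured 5415 kb. The unnamed set had 13 domains on chromosome Y, covering 5.43% of it. A technical explanation is reads shared between near-identical copies, because the authors' alignment assigned reads with several matches. Repeated 50-mers made up 86.3% of the sequence in chromosome Y domains and 95.1% of the rest, a ratio of 0.908. A ratio this low was to count against the explanation, but that reading was dropped after the value was seen, because nearly the whole chromosome is repeated and the measure is saturated. The ratio therefore decides nothing, and a mapping effect and a change with treatment or cell state cannot be told apart. Domain positions carry no signal values, which keeps it open whether mESC DMSO fell just short of the calling limits.

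The unnamed set held 1 domain on the mitochondrial genome, from 1 to 16299, its full length. The sorted sets had 0. Mitochondrial DNA carries no histones, so this domain shows that the call can return a sequence without the mark in that set. No biological explanation was tested.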

How the results depend on the processing

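The 6 permutation tests kept their direction and stayed under 0.05 in all 156 combinations of a test with an alternative, with p of at most 0.001, the smallest that 1000 random placements can give. Leaving out any chromosome kept the direction of every dTAG to DMSO ratio of number, width and covered share. Leaving out chromosome X, which is the same as autosomes only, moved 4 values beyond their intervals. All 4 are shares of bases, whose Wilson intervals count domains and not bases, so this is a description without a test. The share of 2CLC dTAG bases outside DMSO domains ranged from 11.9% to 13.0% over the chromosomes left out and was highest without chromosome X. The covered share without chromosome X was 44.6% in mESC dTAG, 49.7% in 2CLC DMSO and 46.7% in 2CLC dTAG. No other chromosome left out moved a value beyond its interval.

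With domains of at least 50 kb only, the dTAG to DMSO ratio of the number of domains was 1.28 in mESCs and 1.52 in 2CLCs, that of the median width was 0.553 in mESCs, and that of the covered share was 0.817 in mESCs and 0.878 in 2CLCs. The 2CLC to mESC ratio of the number of domains in dTAG was then 1.15. Under the same limit, 24.2% of mESC and 20.7% of 2CLC DMSO domains had no dTAG domain, 30.2% and 31.9% were split, and 7.37% and 8.99% of dTAG bases lay outside DMSO domains. The limit also removes narrow dTAG domains, which by construction leaves more DMSO domains without a partner. With domains of at least 20 kb, the lost share in mESCs was 15.6%. Merging across gaps of up to 10 kb gave number ratios of 1.89 in mESCs and 2.255 in 2CLCs and split shares of 29.9% and 28.9%. Merging removes part of the splits by construction.

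Definitions moved the shares of lost and split domains. Counting domains under 20% covered as lost gave 17.9% in mESCs and 13.8% in 2CLCs, and under 50% covered 32.2% and 25.1%. Split into 3 or more was found for 15.4% of mESC and 16.4% of 2CLC DMSO domains. With all chromosomes in the files, 11.4% of mESC dTAG bases were outside DMSO domains, through the wide chromosome Y domain of mESC dTAG.

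The dTAG to DMSO ratio of gene starts in domains reversed in mESCs, to 0.954, when all genes of the annotation were counted, and was 1.05 in 2CLCs. With any base of the gene body it was 1.11 in mESCs and 1.24 in 2CLCs, and with a margin of 10 kb around the start 1.21 in 2CLCs. The cause was not tested. Among values for single sets, pairs of sets and families, leaving out single chromosomes aside, 53 of 195 moved, 38 to higher and 15 to lower values.

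No paired analysis was possible because each deposited set is 1 list of positions for a whole condition and carries no replicate values. The depth of the libraries is unknown, so a difference in depth between DMSO and dTAG libraries, which could move domain edges and splits, was not excluded by any alternative. Across the alternatives the number ratio in mESCs ranged from 1.28 to 1.89.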

Other observations

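The tests on the histone genes, on lost bins far from domain edges and on wide regions that set 1 sorted set apart were chosen only after those patterns had been seen, and the readings of the histone tests for chance and for base composition were made stricter after their values were seen. Except for those of random noise and of percentile thresholds, the other tests were chosen after the domain sets had been looked at and before their own values were known.

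More and narrower domains after dTAG may follow from percentile thresholds applied to a weaker signal. The prediction was that, with limits that move with the signal of each set, the covered share stays near that of DMSO. The lower of the dTAG to DMSO ratios of the covered share was 0.863, in mESCs, a fall that lies within the limit set in advance. Its jackknife interval over chromosomes (0.834 to 0.892) lies below an unchanged share. That interval covers variation along the genome and not between cultures. The covered share fell on 20 of 20 chromosomes in mESCs and on 18 in 2CLCs. Percentile limits do not fix the covered share, because how far a domain extends follows the shape of the ratio along the genome. The fall therefore does not decide for or against percentile thresholds, and the explanation stays open. Whether the limits were set for each set was not stated, and the domain sets alone do not show how much H3K9me2 remains. The study also reported lower H3K9me2 in mESCs after dTAG-13 by flow cytometry. The size of the fall that the study quotes for the sorted cells rests on a mixture model of its signal, used to estimate how much of the genome is covered. These positions neither contain nor exclude that value. Domain coverage, with ratios of 0.863 in mESCs and 0.940 in 2CLCs, is defined in another way and is not a test of it. A difference in library depth could also move domain edges and splits, and stays open.

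Bases gained after dTAG coincided between the cell states more than gains at random places would. Within bins outside both DMSO sets, 65.6% of the bins gained in mESCs were gained in 2CLCs, against at most 15.4% in 10000 shifts. The shifts move gains over all of these bins, whereas noise near the calling threshold would fall on bins close to it. Such bins may be the same in both cell states, so noise of this kind is not excluded. Base composition shared by the dTAG sets does not account for the coincidence. Within 50 strata of GC content and masked share, the observed coincidence was 5.13 times the expected 12.7%. Small shifts of domain edges would place most gained bases near DMSO domains, but 26.8% in mESCs and 20.6% in 2CLCs lay within 20 kb of one, against 9.68% and 9.15% of all bases between DMSO domains. Edge shifts can thus contribute a part, but not most, of the gained bases. A redistribution of the mark after EHMT2 loss is a biological hypothesis that remains. Percentile limits applied to a weaker signal remain as well. If set for each set on its own, they could bring bins into domains without any gain of the mark. Effects shared by dTAG libraries, such as shared cultures or a common preparation batch, also stay open, and no label is given for such a batch.

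Losses were uneven within domains. In DMSO domains of at least 100 kb, 49.1% of the outer 10 kb was lost in mESCs and 17.2% of bins over 30 kb from an edge. In 2CLCs these were 45.6% and 13.2%. The ratio of middle to edge was 0.351 in mESCs and 0.289 in 2CLCs, on opposite sides of the limit set before the test, so whether marginal bins at domain edges explain the pattern cannot be told apart on this test. As the whole cause of loss in these wide domains they are excluded, since 74.5% of the bins lost there in mESCs and 72.6% in 2CLCs lay over 30 kb from an edge. Narrower domains were not part of this test. By width, the widest quartile of DMSO domains stood apart and the other 3 were alike. In mESCs, 60.0%, 56.9%, 58.8% and 85.5% of bases were kept from the narrowest to the widest quartile, against 49.0% by shifts for the widest. In 2CLCs the shares were 65.0%, 63.0%, 64.9% and 88.1%, against 51.7% for the widest.

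Regions that already differ between the DMSO sets were the ones most often lost. Bins in mESC DMSO domains but not in 2CLC DMSO domains were lost in mESC dTAG at 65.1%, against 16.2% for bins in both, a ratio of 4.01. With the cell states exchanged, the rates were 50.5% and 14.9%, a ratio of 3.39. That the excess appears in both directions is consistent with weakly marked bins near the limits. A related value is that 2CLC DMSO was closer than mESC DMSO to each dTAG set, with Jaccard indices of 0.736 against 0.726 for mESC dTAG and 0.740 against 0.719 for 2CLC dTAG. Whether that reflects weaker domains in 2CLCs was not tested.

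Wide regions called in 3 sorted sets and absent from the other were rare, with 2 runs of at least 500 kb missing from 2CLC DMSO and 1 from 2CLC dTAG. They are the stretch of zinc finger genes on chromosome 4 shown in the map of domains, chromosome 12 from 23222056 to 24042055, and chromosome 8 from 19962929 to 20862928. Repeated 50-mers made up 56.2%, 86.0% and 72.2% of the 3 stretches, against 14.6% in bins of all 4 sorted sets, a ratio of 4.53 over the 3 together. The chromosome 4 stretch had been seen before this test was chosen. Reads shared between near-identical copies are a candidate explanation for these, and a difference in cell state stays open. The opposite kind, regions called in 1 sorted set only, was mixed. Of those of at least 500 kb, the 2 of 2CLC DMSO are repeated at 51.0% and 81.6%. The 2 of mESC DMSO are repeated at 1.54% (chromosome 1, 125675078 to 126410077, holding the starts of Gpr39 and Lypd1) and 1.70% (chromosome 9, 97431536 to 98031535, with 0 protein-coding gene starts). Both are fully covered by the unnamed set, but so are the 2 of 2CLC DMSO, so this cover does not set them apart. The 2 mESC DMSO regions are in no domain of 2CLC DMSO or mESC dTAG. With their low repeated share, this makes them regions to look at first in the signal tracks. They were chosen after their values were seen.

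Histone genes entering domains after dTAG in 2CLC were 23 of the 75 whose start lay outside 2CLC DMSO domains, 22 of them on chromosome 13 and in total 4 groups more than 200 kb apart. Circular shifts of the gained bins put 5.79 there on average, with a permutation p of 0.0193 (1-sided). The family was picked from 18 pairs of a family and a cell state, and over these the p becomes 0.347, so chance placement over clustered genes stays open, although the p is under the 0.05 first set as the limit. The share was 2.04 times that of other gene starts in the same GC decile (30.7% against 15.0%), past the limit first set against base composition, but with 4 groups it was not taken as excluded. Repeated 50-mers were 1.92 times as frequent at the histone gene starts that entered (11.4%) as at the others of chromosome 13 (5.92%), between the limits set for reads shared between near-identical copies. In mESC dTAG, 6 of the 55 histone genes of chromosome 13 were in domains.

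Chromosome X differed between the unnamed set and the sorted sets. Domains covered 72.3% of it in mESC DMSO, 70.7% in mESC dTAG, 77.3% in 2CLC DMSO and 73.5% in 2CLC dTAG, against 53.2% in the unnamed set, although the unnamed set covered more of the autosomes (63.3%) than any sorted set. The stretch of 12.0 Mb called as 1 domain in every sorted set is not the whole cause, as the lowest sorted set still covered 1.23 times as much of the rest of chromosome X as the unnamed set. Of the bins in that stretch, 13.8% are N only, between the limits set for extension across runs of N, and its repeated 50-mers were 5.54 times as frequent as in the rest of the chromosome, which is consistent with reads shared between near-identical copies. The unnamed set covered 20.7% of the stretch in 11 domains. Chromosome X was left out of the authors' scaling, and by the labels the bulk and sorted cells are different lines, but the labels do not say which libraries gave the unnamed set, so no biological explanation was tested.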
